# MicroRNA-21-3p, a Berberine-Induced miRNA, Directly Down-Regulates Human Methionine Adenosyltransferases 2A and 2B and Inhibits Hepatoma Cell Growth

**DOI:** 10.1371/journal.pone.0075628

**Published:** 2013-09-30

**Authors:** Ting-Fang Lo, Wei-Chung Tsai, Shui-Tein Chen

## Abstract

Methionine adenosyltransferase (MAT) is the cellular enzyme that catalyzes the synthesis of S-adenosylmethionine (SAM), the principal biological methyl donor and a key regulator of hepatocyte proliferation, death and differentiation. Two genes, MAT1A and MAT2A, encode 2 distinct catalytic MAT isoforms. A third gene, MAT2B, encodes a MAT2A regulatory subunit. In hepatocellular carcinoma (HCC), MAT1A downregulation and MAT2A upregulation occur, known as the MAT1A:MAT2A switch. The switch is accompanied with an increasing expression of MAT2B, which results in decreased SAM levels and facilitates cancer cell growth. Berberine, an isoquinoline alkaloid isolated from many medicinal herbs such as *Coptis chinensis*, has a wide range of pharmacological effects including anti-cancer effects. Because drug-induced microRNAs have recently emerged as key regulators in guiding their pharmacological effects, we examined whether microRNA expression is differentially altered by berberine treatment in HCC. In this study, we used microRNA microarrays to find that the expression level of miR-21-3p (previously named miR-21*) increased after berberine treatment in the HepG2 human hepatoma cell line. To predict the putative targets of miR-21-3p, we integrated the gene expression profiles of HepG2 cells after berberine treatment by comparing with a gene list generated from sequence-based microRNA target prediction software. We then confirmed these predictions through transfection of microRNA mimics and a 3′ UTR reporter assay. Our findings provide the first evidence that miR-21-3p directly reduces the expression of MAT2A and MAT2B by targeting their 3′ UTRs. In addition, an overexpression of miR-21-3p increased intracellular SAM contents, which have been proven to be a growth disadvantage for hepatoma cells. The overexpression of miR-21-3p suppresses growth and induces apoptosis in HepG2 cells. Overall, our results demonstrate that miR-21-3p functions as a tumor suppressor by directly targeting both MAT2A and MAT2B, indicating its therapeutic potential in HCC.

## Introduction

Methionine adenosyltransferase (MAT) is the cellular enzyme that catalyzes the synthesis of S-adenosylmethionine (SAM), the principal biological methyl donor and a key regulator of hepatocyte proliferation, death, and differentiation [1], [2]. Two mammalian genes, MAT1A and MAT2A, encode 2 distinct MAT isoforms. A third gene, MAT2B, encodes an MAT2A regulatory subunit. MAT1A is specifically expressed in the adult liver, whereas MAT2A is widely distributed [3]–[5]. Because MAT isoforms differ in catalytic kinetics and regulatory properties, MAT1A-expressing cells have considerably higher SAM levels than do MAT2A-expressing cells [6], [7]. In hepatocellular carcinoma (HCC), the down-regulation of MAT1A gene and the up-regulation of MAT2A occur, known as the MAT1A:MAT2A switch [8]–[11]. The switch results in lower SAM contents, which provide a growth advantage to hepatoma cells [2], [4], [6], [12], [13]. SAM can selectively induce pro-apoptotic Bcl-X_S_ in hepatoma cells, but not in normal hepatocytes, through alternative splicing [14]. In addition, increased MAT2B expression in HCC also results in decreased SAM levels and facilitates cancer cell growth. [15]. Because MAT2A and MAT2B play crucial role in facilitating the growth of hepatoma cells, they are valid targets for antineoplastic therapy. Recent studies have shown that silencing MAT2A and MAT2B by using small interfering RNA substantially suppress growth and induce apoptosis in hepatoma cells [16]–[19].

Berberine, an isoquinoline alkaloid isolated from various medicinal herbs such as *Coptis chinensis*, has a wide range of pharmacological effects including anti-cancer, anti-microbial, anti-inflammatory, and anti-diabetic effects [20]–[23]. Recent studies have focused on its anti-tumor effects, including anti-proliferation, anti-invasion and apoptosis induction in broad tumor cell types [23]–[32]. In HCC, berberine has been reported to inhibit cell growth and survival through cell cycle arrest and the activation of autophagic and mitochondrial apoptotic cell death [33]–[35].

MicroRNAs (miRNAs) are small non-coding RNA molecules composed of 21–23 nucleotides that play a critical role in a wide variety of biological processes, including development, proliferation, and death [36], [37]. The deregulated expression of miRNAs is observed in numerous human cancer types, and they can act as tumor suppressors or oncogenes in the tumorigenic process [38], [39]. Mature miRNAs typically direct their posttranscriptional repression by pairing the seed region of the miRNA to the 3′ UTRs of target genes, leading to mRNA destabilization and translational silencing [40], [41]. The processing of the precursor miRNA (pre-miRNAs) hairpin generates an miRNA duplex, which consists of a guide strand and a passenger strand (also termed miRNA and miRNA*). By convention, a guide strand is selectively loaded onto an Argonaute (AGO) protein to form an miRNA-induced silencing complex (miRISC), and the passenger strand, because of its lower steady-state level, is believed to be preferentially degraded [42]. However, current research shows that numerous miRNA* species accumulate to substantial levels, and that endogenous miRNA genes do not universally exclude miRNA* species from functional miRISC complexes, suggesting that miRNA* species should be considered [43]–[48].

In this study, we used miRNA microarray expression analysis and found that the expression level of miR-21-3p (previously named miR-21*) increased after berberine treatment in the HepG2 human hepatoma cell line. Based on the integration of the gene expression profiles of HepG2 cells after berberine treatment and the gene list that was generated by the sequence-based miRNA target prediction software, we identified MAT2A, DIDO1, EEF2K, NBPF8, and TMWM137 as putative miR-21-3p targets. Subsequent experiments confirmed that miR-21-3p directly suppressed MAT2A expression, as well as the expression of MAT2B by binding to 3′ UTRs. In addition, an overexpression of miR-21-3p raised intracellular SAM contents that have been proven to impair the growth of hepatoma cells. We also found that miR-21-3p reduced the expression of EEF2K, which has been reported as a valid target for anti-cancer treatment because it allows tumor growth and resists cell death. [49]. Consequently, miR-21-3p overexpression suppressed growth and induced apoptosis in HepG2 cells. Our results demonstrate that miR-21-3p functions as a tumor suppressor, indicating its therapeutic potential in HCC.

## Materials and Methods

### Cell Culture and Treatment

The human HepG2 cells and HEK 293T cells were originally obtained from the American Tissue Culture Collection (ATCC, USA). The human HCC HepG2 cell line cultured in Minimum Essential Medium Eagle (Sigma) was supplemented with 10% fetal bovine serum (FBS) (Invitrogen), 2.2 g/L of sodium bicarbonate (Sigma), 0.1 mM of non-essential amino acids (Caisson), 1 mM of sodium pyruvate (Invitrogen), and 10 of ml/L penicillin-streptomycin-amphotericin solution (Biological Industries). Human HEK-293T cells were maintained in high-glucose Dulbecco’s modified eagle medium (Invitrogen) supplemented with 10% FBS and 3.7 g/L of sodium bicarbonate (Sigma). Both cell lines were cultured at 37°C and 5% CO_2_.

A 50-mM stock solution of berberine chloride (Sigma-Aldrich) was prepared in dimethyl sulfoxide (DMSO). Cells were treated with 40-µM of berberine chloride or 0.08% DMSO as the control.

### RNA Isolation

Total RNA was extracted using a TRIZOL reagent (Invitrogen) according to the manufacturer’s protocol. The total RNA quantity was measured using a NanoDrop ND-1000 spectrophotometer (Nanodrop Technologies). The total RNA quality and integrity were assayed using an Agilent 2100 bioanalyzer with an RNA 6000 nano kit (Agilent Technologies).

### Microarray

The miRNA profiling was performed using an Agilent human miRNA Microarray R14 V2 containing 866 human miRNAs. The labeling and hybridization of total RNA were performed by following the standard protocol of Agilent’s miRNA microarray system. Microarrays were scanned following the Agilent microarray scanner protocol, and image analysis and quantitation were performed using the Agilent Feature Extraction software (Agilent Technologies). GeneSpring Gx software was used to identify miRNAs that were differentially expressed (fold-change >2) between the berberine-treated and untreated samples. The gene expression microarray was performed using a HumanHT-12 v4 Expression BeadChip (Illumina). The labeled cRNA was generated from an RT-IVT Kit (Ambion) and a TotalPrep RNA amplification kit (Illumina). The labeled cRNA was then hybridized to microarrays following the manufacturer’s protocol. GenomeStudio software (Illumina) was used to identify miRNAs that were differentially expressed (fold-change >1.5 and *P*<0.05) between the berberine-treated and untreated samples. All microarray data were deposited in the NCBI GEO database (GSE47822).

### Quantitative Real-time RT-PCR (qRT-PCR)

#### MicroRNA assays

Total RNAs (1 ng) were reverse-transcribed into cDNA by using TaqMan Small RNA Assays kits with hsa-miR-21-3p-, hsa-miR-21-5p- or RUN6B-specific RT primers (Invitrogen). The microRNA expression levels were normalized to RNU6B levels.

#### Gene expression assays

Total RNAs (1 µg) were reverse-transcribed into cDNA by using M-MuLV Reverse Transcriptase (Thermo) and Oligo(dT)12–18 primers (Invitrogen) according to the manufacturer’s protocol. The cDNA were then used for a real-time PCR with a LightCycler 480 SYBR Green I Master (Roche) by using MAT1A primers 5′-GCCAAGGGCTTTGACTTC-3′ and 5′-CTGTCTCGTCGGTAGCATA-3′, MAT2A primers 5′-ACAATCTACCACCTACAGCC-3′ and 5′-CCAACGAGCAGCATAAGC-3′, MAT2B primers 5′-TGGTTTCAGAAGAGCAAGAC-3′ and 5′-ATTCCCAGAAGCATCCAC-3′, DIDO1 primers 5′-GATGAGGAGCCTGGAGAC-3′ and 5′-AGAAATGCCCACACAATCG-3′, EEF2K primers 5′-GGCAAACTCCTTCCACTTCA-3′and 5′-CATCATCCAGCCATTCCC-3′, NBPF8 primers 5′-CAGGACATCGGTGGAATCA-3′ and 5′-CTTCTGTAGGGCTGGCAT-3′, TMEM137 primers 5′-GAAGACTGGTTGAGTGGGAT-3′and 5′ TGTCACAGGCAAGTTCACAT 3′, and GAPDH primers 5′- GGTATCGTGGAAGGACTCAT-3′ and 5′-CCTTGCCCACAGCCTTG-3′. The gene expression levels were normalized to GAPDH levels.

### Transfection of microRNA Mimics and Inhibitors

All of the miRNA mimics and inhibitors were purchased from Thermo Scientific Dharmacon. The HepG2 cells were transfected at a density of 5×10^4^ cells per well in a 24-well culture plates with either 50 nM of hsa-miR-21-3p or negative-control mimics, or with either 100 nM of hsa-miR-21-3p or negative-control inhibitors by using the DharmaFECT 4 transfection reagent (Thermo Scientific Dharmacon) according to the manufacturer’s instructions. Cells were incubated for 24 h or 48 h with the microRNA mimics or inhibitors prior to RNA purification for gene expression analysis, and were incubated for 72 h for protein expression analysis.

### Western Blotting

Total cell lysates were prepared using a lysis buffer (7 M of urea, 4% CHAPS, 2 M of thiourea, 40 mM of Tris, 65 mM of dithioerythritol). Protein samples were separated using 12.5% SDS-PAGE and then transferred to PVDF membranes. The following primary antibodies were purchased from GeneTex for used: rabbit polyclone anti-MAT1A (1∶800), anti-MAT2A (1∶1000), anti-MAT2B (1∶1000), and anti-GAPDH (1∶3000). The goat polyclonal anti-rabbit IgG antibody conjugated with HRP (1∶5000, abcam) was used as the secondary antibody. The bands were imaged using the LAS-4000 mini luminescent image analyzer (Fujifilm). The quantification of western blot analysis was achieved by using Image J software. The protein expression levels were normalized to the GAPDH levels.

### Construction of the Luciferase Reporter Plasmids

Full-length 3′ UTRs were amplified from the genomic DNA of HepG2 cells through a PCR. The forward primer with an SpeI restriction site (5′-ATAACTAGTGTGTTAGCCTTTTTTCCCCAG-3′) and the reverse primer with an HindIII restriction site (5′- ATAAAGCTTGCACTTTCTGCTTAGGGCAA-3′) were used to amplify the MAT2A 3′ UTR. The forward primer with an MluI restriction site (5′-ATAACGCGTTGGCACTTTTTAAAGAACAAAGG-3′) and the reverse primer with an HindIII restriction site (5′-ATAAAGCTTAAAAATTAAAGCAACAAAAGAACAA-3′) were used to amplify the MAT2B 3′ UTR. The PCR products were then cloned into the pMIR-REPORT Luciferase miRNA Expression Reporter Vector (Invitrogen), and all inserted sequences in the 3′ UTR constructs were checked using the ABI PRISM DNA sequencer.

### Mutagenesis

The mutagenesis of the target sequence of hsa-miR-21-3p in MAT2A and MAT2B 3′ UTRs was performed using the QuikChange site-directed mutagenesis kit (Agilent) according to the manufacturer’s standard protocol. For the mutagenesis of Site 1 (+180–200) and Site 2 (+1267–1288) in the MAT2A 3′ UTR, 5′-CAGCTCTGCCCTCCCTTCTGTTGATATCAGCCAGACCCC-3′ and 5′-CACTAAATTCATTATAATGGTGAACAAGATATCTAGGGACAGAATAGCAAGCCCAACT-3′ were used. For the mutagenesis of the target site (+399–418) in the MAT2B 3′ UTR, 5′-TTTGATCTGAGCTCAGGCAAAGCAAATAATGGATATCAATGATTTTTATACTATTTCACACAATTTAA-3′ was used. All mutated sequences, including Site 1, Site 2 and the double mutation of the MAT2A and MAT2B 3′ UTR mutant constructs, were checked through DNA sequencing.

### Dual Luciferase Reporter Assay

The HEK-293T and HepG2 cells were seeded at a density of 5×10^4^ cells per well in a 24-well culture plates the day before transfection. The HEK-293T and HepG2 cells were tri-transfected with each pMIR-REPORT-3′ UTR construction (300 ng), the control Renilla luciferase reporter plasmid pRL-TK from Promega (10 ng), and either 50 nM of hsa-miR-21-3p or negative-control mimics by using the Lipofectamine 2000 transfection reagent (Invitrogen) according to the manufacturer’s instructions. Luciferase assays were performed after transfection for 48 h by using the Dual Luciferase reporter assay kit (Promega) and the Paradigm detection platform (Beckman) according to the manufacturer’s protocol. The firefly luciferase activity was normalized relative to the Renilla luciferase activity.

### Measurement of Intracellular SAM Concentration

After 50 nM of hsa-miR-21-3p or the negative-control mimics transfection for 72 h, the HepG2 cells were trypsinized and counted. The intracellular SAM of 5×10^4^ HepG2 cells pellet was resuspended in 30 µL of an extraction solution (0.2% perchloric acid plus 0.08% (v/v) 2-mercaptoethanol in ddH_2_O). Cells were incubated at room temperature for 1 h and vortexed every 5 min. The suspension was centrifuged at 4°C at 10000×g for 5 min, and then the supernatant was collected. SAM levels in the supernatants were quantified using the Bridge-It SAM fluorescence assay kit (Mediomics) and detected using SpectraMax plate reader (Molecular Devices) according to the manufacturer’s instructions.

### Cell Proliferation Assay

The HepG2 cells were seeded at a density of 1×10^4^ cells per well in a 96-well culture plates the day before transfection. After 50 nM of hsa-miR-21-3p or the negative-control mimics were transfected for 24 h, the cultured media were refreshed with complete media containing the BrdU reagent, and incubated for an additional 24 hour for BrdU incorporation. The BrdU incorporation was quantified by using the BrdU cell proliferation colorimetric ELISA kit (abcam) according to the manufacturer’s protocol and detected using the MRX II microplate reader (DYNEX).

### Detection of Apoptosis by Using Flow Cytometry

After 50 nM of hsa-miR-21-3p or the negative-control mimics were transfected for 72 h, the HepG2 cells were trypsinized and counted. Apoptosis was detected by measuring the sub-G1 population by using flow cytometry with propidium iodide (PI) staining. In brief, the cells were fixed in 70% ethanol on ice for 15 min, and stained with the PI staining solution (20 µg/mL PI, 0.1% Triton-X 100, and 0.2 mg/mL RNase A in PBS) for 30 min at room temperature and analyzed using CyAn ADP (Beckman Coulter) flow cytometry with Summit software.

## Results

### Increased miR-21-3p Expression After Berberine Treatment in HepG2 Cell Lines

Because xenobiotic drug-induced miRNAs have recently emerged as key regulators in guiding their pharmacological effects and toxicity [50], [51], we examined whether miRNA expression is differentially altered by berberine treatment in HCC. 

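HepG2, an established human hepatoma cell line, was treated with 40 µM berberine chloride, a plant alkaloid, or with 0.08% dimethyl sulfoxide as the control, and total RNA was taken after 2 h and after 4 h. Each of the 4 conditions was measured on 1 Agilent human miRNA microarray labelled with a single dye, and all 4 arrays lay on 1 slide that was read in 1 scan. No condition had a replicate, so the spread between cultures is unknown and the number of arrays limits the precision of every value. Each array held 15739 features, and the files list 851 human miRNAs and 88 viral miRNAs. The authors deposited the output of the Feature Extraction software, which gives each miRNA a total signal intensity over its probes after background subtraction, an error of that signal and a flag for detection. No spot was saturated. Human miRNAs detected numbered 235 on the control array and 199 on the berberine array at 2 h. At 4 h they numbered 226 on the control array and 242 on the berberine array. On all 4 arrays 197 human miRNAs were detected, and 599 were detected on none. A miRNA that was not detected was written with a signal of 0.1.
The deposited intensities were not scaled between arrays. The arrays differed in brightness, with a 75th percentile over the 197 miRNAs of 243 and 169 on the control and berberine arrays at 2 h, and of 225 and 297 on those at 4 h. Each signal was therefore taken on the log2 scale minus the 75th percentile of its array. Without this scaling the median log2 ratio of berberine over control was -0.55 at 2 h and 0.51 at 4 h, and after it the median was -0.02 at 2 h and 0.11 at 4 h. A log2 ratio was computed only for a miRNA detected on both arrays of a time point. Its standard error (SE) was propagated from the errors of Feature Extraction, which cover the measurement on an array and not the variation between cultures. With 1 array per condition, no p-value was computed at a single time point.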

To identify miRNAs induced by berberine treatment, miRNA profiling was performed with an Agilent human miRNA microarray containing probes for 866 human miRNAs. 

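The files list hsa-miR-21-3p under its older name, hsa-miR-21*, and hsa-miR-21-5p as hsa-miR-21. Both arms come from the hairpin of MIR21, which in the gene table of the human assembly GRCh38.p14 lies within the interval of the protein-coding gene VMP1. The total signal of hsa-miR-21-3p at 2 h was 27.1 ± 2.60 (error of Feature Extraction) on the control array and 113 ± 8.58 on the berberine array. At 4 h the signal was 24.7 ± 2.89 on the control array and 104 ± 7.90 on the berberine array. After scaling, berberine over control was 6.00-fold at 2 h (log2 ratio 2.59, SE 0.18) and 3.20-fold at 4 h (log2 ratio 1.68, SE 0.20). Without scaling, the ratios were 4.17-fold at 2 h and 4.22-fold at 4 h. This was the highest ratio among 197 miRNAs at 2 h and among 218 miRNAs at 4 h. Between the 2 control arrays, by contrast, its log2 ratio of 4 h over 2 h was -0.02.
The scaling that moved the ratio most was the 75th percentile over all human miRNAs, under which the log2 ratio at 2 h was 7.69, because that percentile fell on the value written for undetected miRNAs on the berberine array. With normexp background correction, chosen after the files were seen, the ratio was 2.79-fold at 2 h and 1.49-fold at 4 h, below the 2-fold boundary. That correction adds an offset of 50 to every spot, more than the control spots of hsa-miR-21-3p measured on average, so it shrinks the ratios of dim miRNAs by construction. With quantile normalization, hsa-miR-21-3p ranked 2 at 2 h and 5 at 4 h. That normalization included the undetected miRNAs at their written value of 0.1, which gave some dim miRNAs large ratios.
The array carried 2 probes for hsa-miR-21-3p. After scaling, the first probe gave 7.24-fold at 2 h and 4.37-fold at 4 h, and the second gave 5.46-fold and 2.80-fold. For each probe and time, the dimmest berberine spot exceeded the brightest control spot after scaling, by a factor of 1.66 to 5.69 without the spots that Feature Extraction marked as outliers and of 1.60 to 5.31 with all 8 spots. On the control array at 4 h, 25% of the spots of the first probe were well above background. The more abundant arm, hsa-miR-21-5p, had a total signal of 11833 ± 861 on the control array and 8108 ± 591 on the berberine array at 2 h. Its scaled ratio was 0.986-fold at 2 h (log2 ratio -0.02, SE 0.15) and 1.18-fold at 4 h (log2 ratio 0.24, SE 0.15), both within 1.96 SE of no change.

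**Figure D1:**
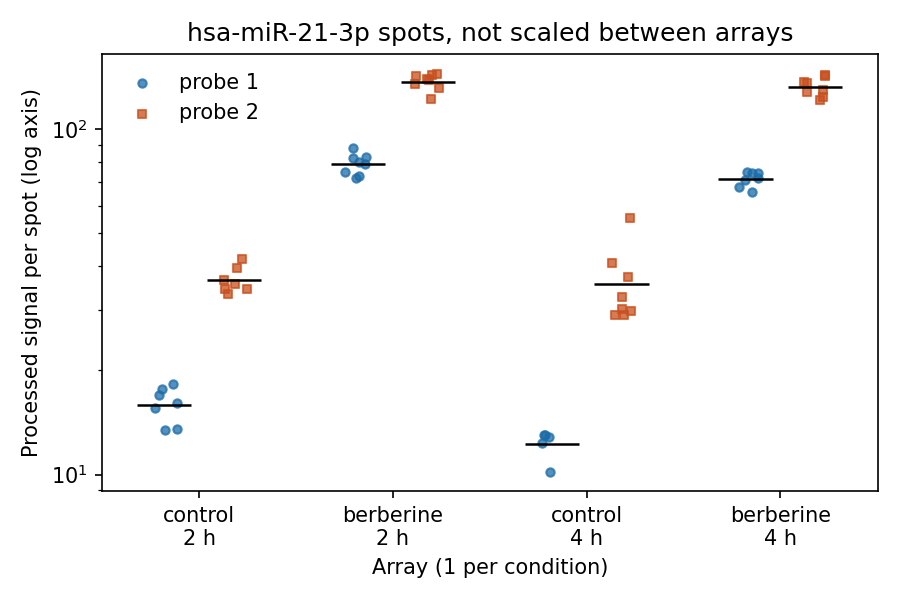
Processed signal of each spot of the 2 hsa-miR-21-3p probes (vertical log axis) on the 4 arrays (horizontal axis), without scaling between arrays and without outlier spots; black lines are the means of the spots. On the berberine arrays the first probe averaged 79.1 at 2 h and 71.5 at 4 h, against 15.9 and 12.3 on the control arrays.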

Comparing the miRNA profiles of 40-µM of the berberine-treated HepG2 human hepatoma cell line to those of control cells sampled after 2 h and 4 h of treatment shows that only hsa-miR-21-3p (previously named miR-21*) had increased in the HepG2 cell line after berberine treatment (4-fold increase) (Fig. 1A). To further assess the relevance of miR-21-3p in berberine treatment, real-time PCR assays were used to measure the miR-21-3p expression in HepG2 stimulated by the time course of berberine treatment for up to 8 h compared with the untreated control. As shown in Fig. 1B, miR-21-3p levels started to increase substantially by 1 h (2.1-fold increase) after treatment, peaked at 2 h (3.5-fold increase), and persisted for 8 h (2.8-fold increase). In addition, miR-21-5p (previously named miR-21) increased 2-fold after 2 h of treatment, whereas no significant differences in miR-21-5p expression were detected at 4 h and 8 h. These results show that berberine treatment could significantly up-regulate miR-21-3p expression.

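The arrays at both time points were also fitted together with limma, with the time point as a covariate, so that the 2 times stood in for replicates and 1 residual degree of freedom was left. Of the 197 miRNAs detected on all 4 arrays, 1 was changed at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment), and 9 had an unadjusted p under 0.05. That miRNA was miR-21-3p, higher with berberine at both of the 2 times, with a log2 ratio of 2.13 (SE 0.21, adjusted p = 1.34e-11 from limma). The call depended on the settings, because limma drew most of the spread from the other miRNAs, with 54.2 prior degrees of freedom. With scaling to the median in place of the 75th percentile the log2 ratio was 2.04, the prior degrees of freedom were 1.58 and the adjusted p from limma was 0.992. These 2 scalings differ only by a constant for each array. The median log2 ratios at 2 h and 4 h were -0.02 and 0.11 in the main setting, and -0.03 and -0.06 with the median. The prior degrees of freedom thus turned on an offset shared by all miRNAs, and the adjusted p does not measure the spread between cultures. Without the time point as a covariate the adjusted p from limma was 0.416. The adjusted p over all alternatives ran from 7.35e-22 to 1, and it passed the threshold in 4 of the 15 alternatives that gave one. In 4 of the 15 one array was left out together with the time point, so that one arm held 1 array, and 1 of these 4 passed. In all 15 the log2 ratio was positive, between 1.02 and 4.48. The log2 ratio of miR-21-5p over both times was 0.11 (SE 0.21, adjusted p = 0.997 from limma). The paper takes miR-21-3p from the arrays (Fig. 1A), measures it by real-time PCR over the time course (Fig. 1B), and from both concludes that berberine raised its expression.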

**Figure 1:**
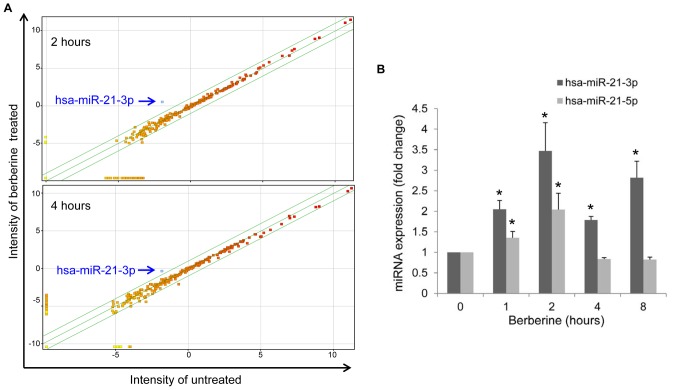
Berberine treatment increases the expression of hsa-miR-21-3p in HepG2 cell lines. (A) Scatter plot showing a comparison of the miRNA expression profiles between berberine-treated and untreated samples. The blue arrow indicates that hsa-miR-21-3p is the only miRNA that increased in the HepG2 cell line after 40-µM berberine treatment for 2h and 4 h. The green lines represent the 2 and 0.5 boundary values for fold induction. (B) HepG2 cells stimulated by the time course of 40-µM berberine treatment for up to 8 h compared with the untreated control. The hsa-miR-21-3p and hsa-miR-21-5p levels were then measured using qRT-PCR and expressed as fold expression. Data are presented as the mean ± standard error of 3 independent experiments. “*” indicates a significant difference with P<0.05.

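At 2 h, 197 human miRNAs were detected on both arrays, of which 1 was more than 2-fold higher with berberine and 1 was more than 2-fold lower. The miRNA that was lower was hsa-miR-431* (log2 ratio -1.45, SE 0.49), whose signal was 10.3 on the control array and 2.61 on the berberine array. At 4 h, 218 human miRNAs were detected on both arrays, again with 1 more than 2-fold higher and 1 more than 2-fold lower. Here the lower miRNA was hsa-miR-194* (log2 ratio -1.32, SE 0.28). Only hsa-miR-21-3p passed 2-fold at both times among the 197 miRNAs detected on all 4 arrays, and no miRNA was more than 2-fold lower at both times. After it, the largest rises at 2 h were hsa-miR-181d (log2 ratio 0.79, SE 0.29) and hsa-miR-548d-5p (0.57, SE 0.52). The largest rises at 4 h after hsa-miR-21-3p were hsa-let-7b* (log2 ratio 0.98, SE 0.53) and hsa-miR-212 (0.90, SE 0.50), and both were falls with the brightest probe and with the mean of all probes. Without hsa-miR-21-3p, the middle 95% of the log2 ratios lay between -0.61 and 0.48 at 2 h and between -0.62 and 0.70 at 4 h. By the smaller of the 2 ratios, the next miRNA to rise at both times was hsa-miR-1288, with log2 ratios of 0.35 (SE 0.36) and 0.61 (SE 0.49). By the same measure the largest fall shared by both times was that of hsa-miR-16-2*, with log2 ratios of -0.59 (SE 0.52) and -0.45 (SE 0.32). None of these 4 ratios lay beyond 1.96 SE of no change, and that of hsa-miR-1288 at 4 h was -0.48 with the brightest probe. By the mean of both times in limma, hsa-miR-194* (-0.72) and hsa-miR-1825 (-0.61) fell more than hsa-miR-16-2* (-0.52). The fall of hsa-miR-1825 at 2 h (log2 ratio -0.35, SE 0.52) depended on the summary of the probes. It was a rise of 0.52 with the brightest probe and of 0.53 with the mean of all probes. At 4 h hsa-miR-1825 was lower under every alternative, with a log2 ratio of -0.45 or below.
The total signal of a miRNA sums only the probes above 3 times their error on that array, so 2 arrays can differ in the probes that are summed. This was so for 32 of the 197 miRNAs at 2 h and for 37 of the 218 at 4 h. With the same probes summed on all arrays, an alternative chosen after the values were seen, hsa-miR-21-3p stayed at 2.59 and 1.68 and hsa-miR-194* at -1.32. By contrast, hsa-miR-431* was then at 0.40 at 2 h, so that no miRNA was more than 2-fold lower there, and hsa-let-7b* was at -0.44 at 4 h.
The 2 control arrays, which held no berberine, differed by more than 2-fold for 5 of the 219 miRNAs detected on both. The log2 ratios of 4 h over 2 h reached -1.96 for hsa-let-7b* and 1.87 for hsa-miR-29b-1*, the latter named after its value was seen. With the same probes summed on all arrays, 0 of the 219 differed by more than 2-fold. The difference in time and the difference between arrays cannot be told apart in that comparison.
Some miRNAs were detected on only one array of a time point and have no ratio. At 2 h, 2 miRNAs were detected on the berberine array alone and 38 on the control array alone. At 4 h, 24 were detected on the berberine array alone and 8 on the control array alone. The counts depended on the scaling. Quantile normalization gave 9 miRNAs more than 2-fold higher and 0 lower at 2 h, and 5 higher and 13 lower at 4 h. Without scaling, 1 was higher and 10 lower at 2 h, and 12 were higher and 0 lower at 4 h.

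**Figure D2:**
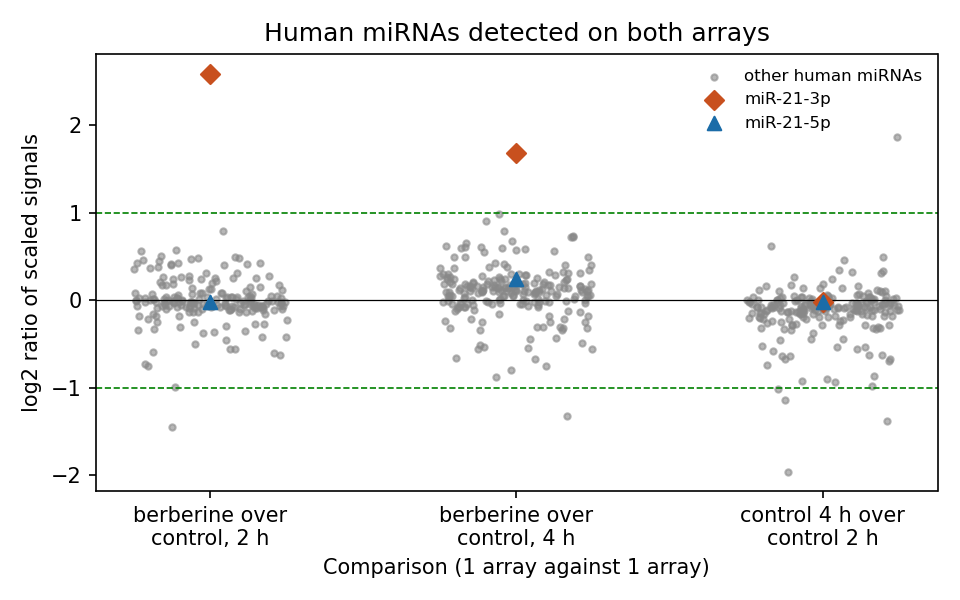
Scaled log2 ratios (vertical axis) of the human miRNAs detected on both arrays of each comparison (horizontal axis), 1 array against 1 array; dashed lines mark 2-fold higher and lower. The ratio of hsa-miR-21-3p was 2.59 at 2 h and 1.68 at 4 h, and -0.02 between the 2 control arrays.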

### Multiple Species Alignments Show that miR-21-3p is Conserved Over the Mammalian Evolution

The final fate of the miRNA* strand, either expressed abundantly as a potential functional guide miRNA or degraded to a passenger strand, may be destined across evolution [48]. Well-conserved miRNA* strands in seed sequences may afford potential opportunities for contributing to the regulation network [46]. As shown in Fig. 2, we analyzed the *MIR21* gene with respect to the 18-way alignments of mammalian genomes from the UCSC genome browser, and found that miR-21-3p shows conservation over the mammalian evolution. Based on the results of sequence comparisons, we found that human *MIR21* has the closest evolutionary relationships with chimpanzee and rhesus macaque *MIR21*. Furthermore, one nucleotide substitution is in the seed region of miR-21-3p from humans, chimpanzees, and rhesus macaques compared to the remaining 15 mammals. This one nucleotide substitution, *MIR21* (+54 G to C), replaces the fifth nucleotide of the conserved seed region of miR-21-3p, which may alter the regulatory role of miR-21-3p in humans, chimpanzees and rhesus macaques from remaining 15 mammals.

**Figure 2:**
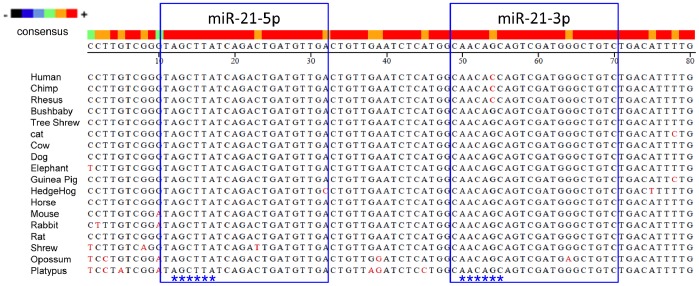
MIR21 is conserved over the mammalian evolution. The MIR21 gene sequences of 18 mammalian species were obtained from the UCSC genome browser. Multiple species alignment was performed using the ClustalV Method within MegAlign software. The asterisk mark indicates the seed region of miRNAs.

### MicroRNA-21-3p Target Prediction and Validation

Identifying functionally important target genes of specific miRNA and understanding the mechanisms of their actions are essential to uncovering its biological function [52]. To predict the putative targets of miR-21-3p, we integrated the gene expression profiles of HepG2 cells after berberine treatment and compared them with the gene list that we generated from sequence-based miRNA target prediction software. As shown in Fig. 3A, the mRNA targets of miR-21-3p were predicted using the miRanda algorithm and an mirSVR score threshold of -0.1 [53]. The predicted genes were overlapped with the microarray data of negatively regulated genes (more than a 1.5-fold decrease and *P*<0.05) after 40-µM berberine treatment for 4 h in HepG2 cells. Five gene targets, including MAT2A (methionine adenosyltransferase II, alpha), DIDO1 (death inducer-obliterator 1), EEF2K (eukaryotic elongation factor-2 kinase), NBPF8 (predicted: *Homo sapiens* neuroblastoma breakpoint family, member 8), and TMEM137 (predicted: *Homo sapiens* transmembrane protein 137) were identified using this prediction strategy. We next confirmed these predictions by performing gain-of-function and loss-of-function experiments with miRNA mimics and inhibitors, and confirmed whether the miR-21-3p inhibitor could successfully rescue the berberine function in lowering the expression levels of selected targets. Figure 3B shows that transfecting 50 nM of miR-21-3p mimics into HepG2 cells for 24 hours resulted in a >50% decrease in the mRNA expression of MAT2A and EEF2K, and a <50% decrease in the mRNA expression of DIDO1, EEF2K, and NBPF8. After the transfection of 100 nM of miR-21-3p hairpin inhibitors or negative-control inhibitors into HepG2 cells for 24 h, the cells were stimulated by the time course of 40-µM berberine treatment for up to 8 h compared with the untreated control. Figure 3C shows that miR-21-3p inhibitor could successfully rescue the berberine function in the lowering mRNA expression levels of predicted targets. These results suggest that MAT1A, DIDO1, EEF2K, NBPF8, and TMEM137 were the targets of miR-21-3p. We then focused on methionine adenosyltransferase (MAT) which is strongly associated with hepatocellular carcinoma.

**Figure 3:**
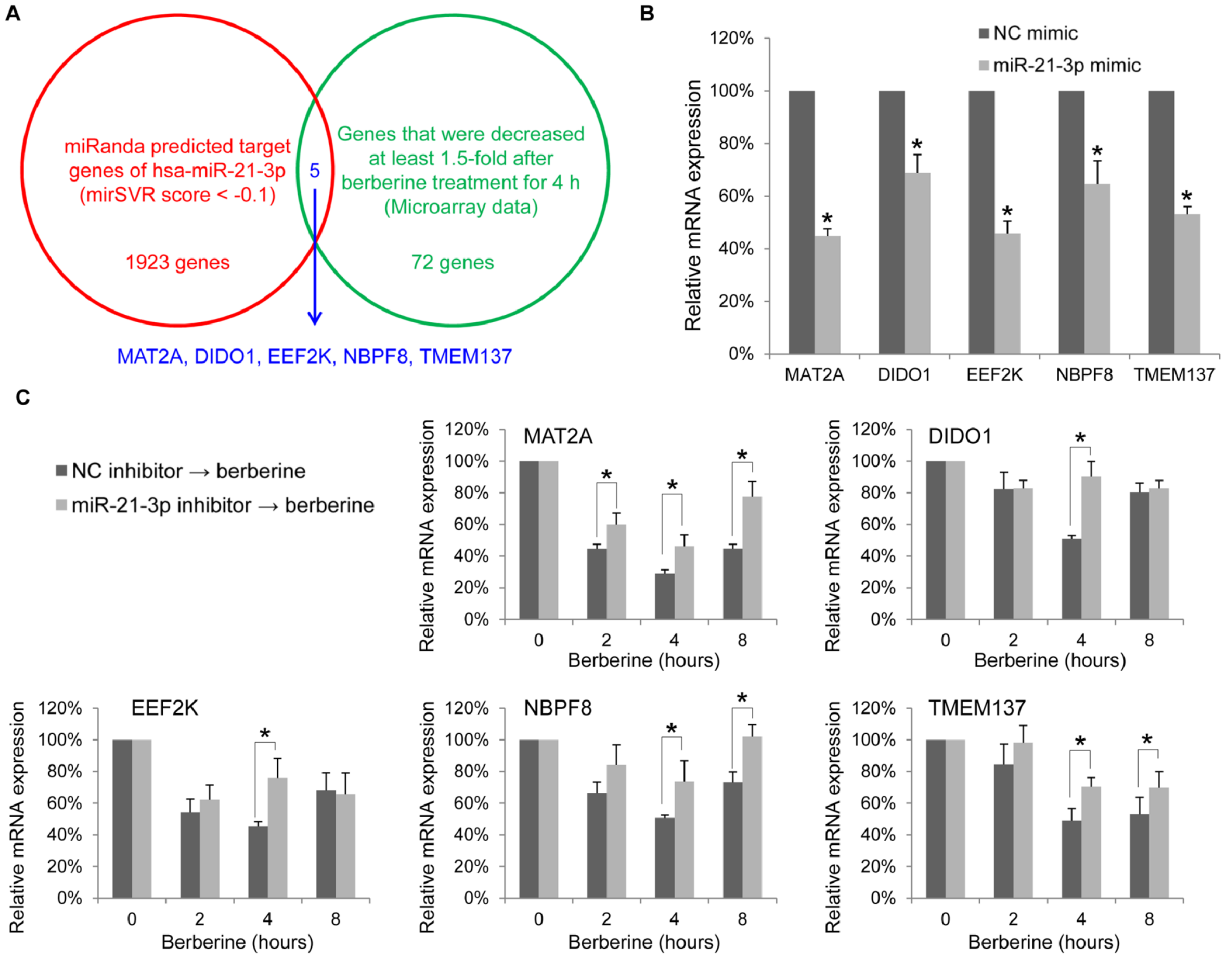
MAT2A, DIDO1, EEF2K, NBPF8, and TMEM137 are regulated by berberine-induced miR-21-3p. (A) The mRNA targets of miR-21-3p were predicted using the miRanda algorithm and an mirSVR score threshold of −0.1. Predicted genes were overlapped with the microarray data of negatively regulated genes after berberine treatment for 4 h in HepG2 cells, thereby identifying 5 gene targets as indicated. (B) The relative mRNA expression levels of the predicted target genes in HepG2 cells were measured using qRT-PCR by comparing the transfection of 50 nM of miR-21-3p mimics and negative-control (NC) mimics. (C) After transfection of 100 nM of miR-21-3p hairpin inhibitors or negative-control (NC) inhibitors into the HepG2 cells for 24 h, the cells were stimulated by the time course of 40-µM berberine treatment for up to 8 h compared with the untreated control. The relative mRNA expression levels of the predicted target genes were measured using a qRT-PCR. Data are presented as the mean ± standard error of 3 independent experiments. “*” indicates a significant difference with P<0.05.

### MicroRNA-21-3p Reduces the Expression of Methionine Adenosyltransferases 2A and 2B

After determining that MAT2A is the putative target of miR-21-3p, we investigated whether the expression levels of MAT family members including MAT1A, MAT2A, and MAT2B, could be altered by miR-21-3p. The histogram in Fig. 4A shows the miRanda-mirSVR scores of each seed complementary site in the 3′ UTR of MAT1A, MAT2A, and MAT2B. We found that MAT2A as well as MAT2B scored lower than -0.1, suggesting MAT2B might also be a target of miR-21-3p. To demonstrate the relationship between miR-21-3p and the expression levels of the MAT family, miR-21-3p mimics or negative-control mimics were transfected into HepG2 cells. The mRNA and protein expression levels of the MAT family members were subsequently assayed using real-time quantitative PCR and western blotting. Figure 4B shows that transfecting 50 nM of miR-21-3p mimics into HepG2 cells for 48 h resulted in a >50% decrease in the mRNA expression of MAT2A and MAT2B, but not in that of MAT1A. Furthermore, after the transfection of hsa-miR-21-3p mimics into HepG2 cells for 72 h, the protein expression levels of MAT2A and MAT2B showed a 2.6-fold and a 3.4-fold decrease, respectively. Furthermore, the MAT1A protein expression levels showed a 1.7-fold increase (Fig. 4C). By contrast, for the loss-of function experiments, the hairpin inhibitors of miR-21-3p were transfected into HepG2 cells to inhibit functions of endogenous miR-21-3p with negative control inhibitors as control. As shown in Fig. 4D, the MAT1A was 1.3-fold decreased by miR-21-3p inhibitors after transfection for 24 h, but not for 48 h. The expression levels of MAT2A and MAT2B remained unchanged after transfection for 24 h and 48 h. The MAT2B expression levels did not change notably according to our microarray data shown in Fig. 3A. To assess the relevance of berberine treatment and the expression levels of the MAT family members, real-time PCR assays were used to measure mRNA expression in HepG2 cells stimulated by the time course of berberine treatment for up to 8 h compared with the untreated control (0.08% DMSO). As shown in Fig. 4E, MAT2A levels started to decreasing substantially by 2 h (1.8-fold decrease) after treatment, reached the lowest value at 4 h (3.8-fold decrease), and remained constant for 8 (2.2-fold increase). The decreased levels of MAT2A were associated with higher miR-21-3p levels after berberine treatment for 2 h, 4 h, and 8 h, and the comparisons are shown in Fig. 1B. However, MAT1A and MAT2B expression levels did not change substantially which was consistent with our microarray data. Overall, our findings are the first evidence indicating that berberine treatment reduced MAT2A, and that the overexpression of miR-21-3p reduced the expression of both MAT2A and MAT2B.

**Figure 4:**
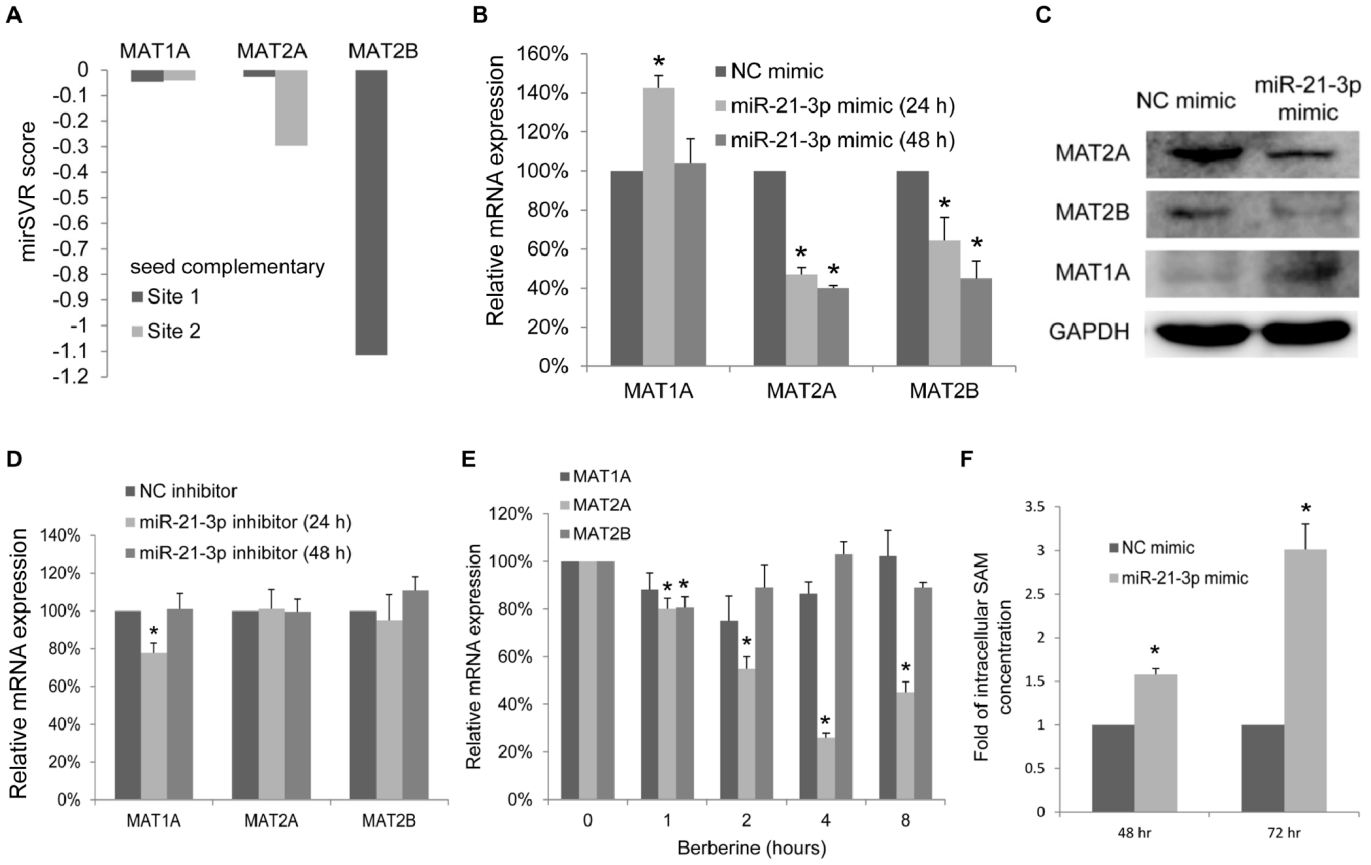
MicroRNA-21-3p and berberine induce differential changes in MAT expression and miR-21-3p up-regulates SAM contents. (A) The histogram shows the mirSVR score of each seed complementary site in the 3′ UTRs of MAT1A, MAT2A, and MAT2B. (B) The relative mRNA expression levels of MAT1A, MAT2A, and MAT2B in HepG2 cells were measured using a qRT-PCR by comparing the transfection of 50 nM of miR-21-3p mimics and negative-control (NC) mimics for 24 h and 48 h. Data are presented as the mean ± standard error of 3 independent experiments. (C) Western blot analysis showing the protein levels of MAT2A, MAT2B and MAT1A after the transfection of 50 nM of miR-21-3p mimics or negative-control mimics for 72 h. GAPDH was used as the loading control. (D) The relative mRNA expression levels of MAT1A, MAT2A, and MAT2B in HepG2 cells were measured using a qRT-PCR by comparing the transfection of 100 nM of miR-21-3p inhibitors and negative-control inhibitors for 24 h and 48 h. Data are presented as the mean ± standard error of 3 independent experiments. (E) The HepG2 cells stimulated by the time course of 40-µM berberine treatment for up to 8 h compared with the untreated control. The relative mRNA expression levels of MAT1A, MAT2A, and MAT2B were measured using a qRT-PCR. (F) After 50 nM of miR-21-3p mimics or negative-control mimics transfection for 72 h, the intracellular SAM concentration of the HepG2 cells was quantified. The SAM levels were expressed as a fold expression. Data are presented as the mean ± standard error of 3 independent experiments. “*” indicates a significant difference with *P*<0.05.

### MicroRNA-21-3p up-regulates Intracellular SAM Contents in Hepatoma Cells

The increased expression of MAT2A and MAT2B in HCC results in decreasing SAM levels and facilitates cancer cell growth [6], [7], [15]. After determining that MAT2A and MAT2B are repressed by miR-21-3p, we analyzed the intracellular SAM contents in the HepG2 cell after transfection with miR-21-3p mimics and negative-control mimics as the control for 48 h and 72 h. As shown in Fig. 4F, the intracellular SAM contents were 1.6-fold and 3.0-fold increased by miR-21-3p mimics after transfection for 48 h and 72 h. These results indicate that the overexpression of miR-21-3p raised intracellular SAM contents, which have been proven to impair the growth of hepatoma cells.

### MAT2A and MAT2B are Direct Targets of miR-21-3p

Because MAT2A and MAT2B decreased after miR-21-3p mimics transfection, we investigated the relevance of miR-21-3p and the 3′ UTRs of MAT2A and MAT2B. Full-length wild-type or mutant 3′ UTRs of MAT2A and MAT2B were separately cloned into luciferase reporter vectors (Figs. 5A and 5B, respectively), and the dual luciferase reporter assay system was used to quantitate the reporter activity. Fig. 5C shows that miR-21-3p suppressed the expression (a 1.6-fold decrease in HEK 293T cells and a 1.5-fold decrease in HepG2 cells) of the luciferase reporter containing the MAT2A 3′ UTR, suggesting that miR-21-3p directly regulates the MAT2A 3′ UTR. To confirm whether the miR-21-3p cleaves the MAT2A 3′ UTR through miRNA:mRNA seed pairing, the site-directed mutagenesis of the putative miR-21-3p binding sequence on the MAT2A 3′ UTR was performed. By using MicroRNA.org (http://www.microrna.org), a comprehensive resource of microRNA target predictions, miR-21-3p was predicted to target 2 sites (Site 1: +180–200 and Site 2: +1267–1288) in the 3′ UTR of MAT2A. The results show that miR-21-3p suppressed the expression (a 1.5-fold decrease in both HEK 293T cells and HepG2 cells) of the luciferase reporter containing Site 1 mutated MAT2A 3′ UTR. Conversely, the expression levels of the luciferase reporter containing Site 2 mutated MAT2A 3′ UTR did not notably change, similar to the reporter containing the double-mutated (both Site 1 and Site 2) MAT2A 3′ UTR. This Suggests that Site 2 (+1267–1288) in the MAT2A 3′ UTR is the major cleavage site of miR-21-3p (Fig. 5C). In addition, miR-21-3p was predicted to target one seed match (+399–418) in the 3′ UTR of MAT2B. As shown in Fig. 5D, miR-21-3p suppressed the expression (a 2.3-fold decrease in HEK 293T cells and a 1.4-fold decrease in HepG2 cells) of the luciferase reporter containing the MAT2B 3′ UTR, but the expression levels of the luciferase reporter containing the mutated MAT2B 3′ UTR remained unchanged in both HEK 293T cells and HepG2 cells. This Suggests that the seed match (+399–418) in the MAT2B 3′ UTR is the major cleavage site of miR-21-3p. These results showed that MAT2A and MAT2B are both direct targets of miR-21-3p.

**Figure 5:**
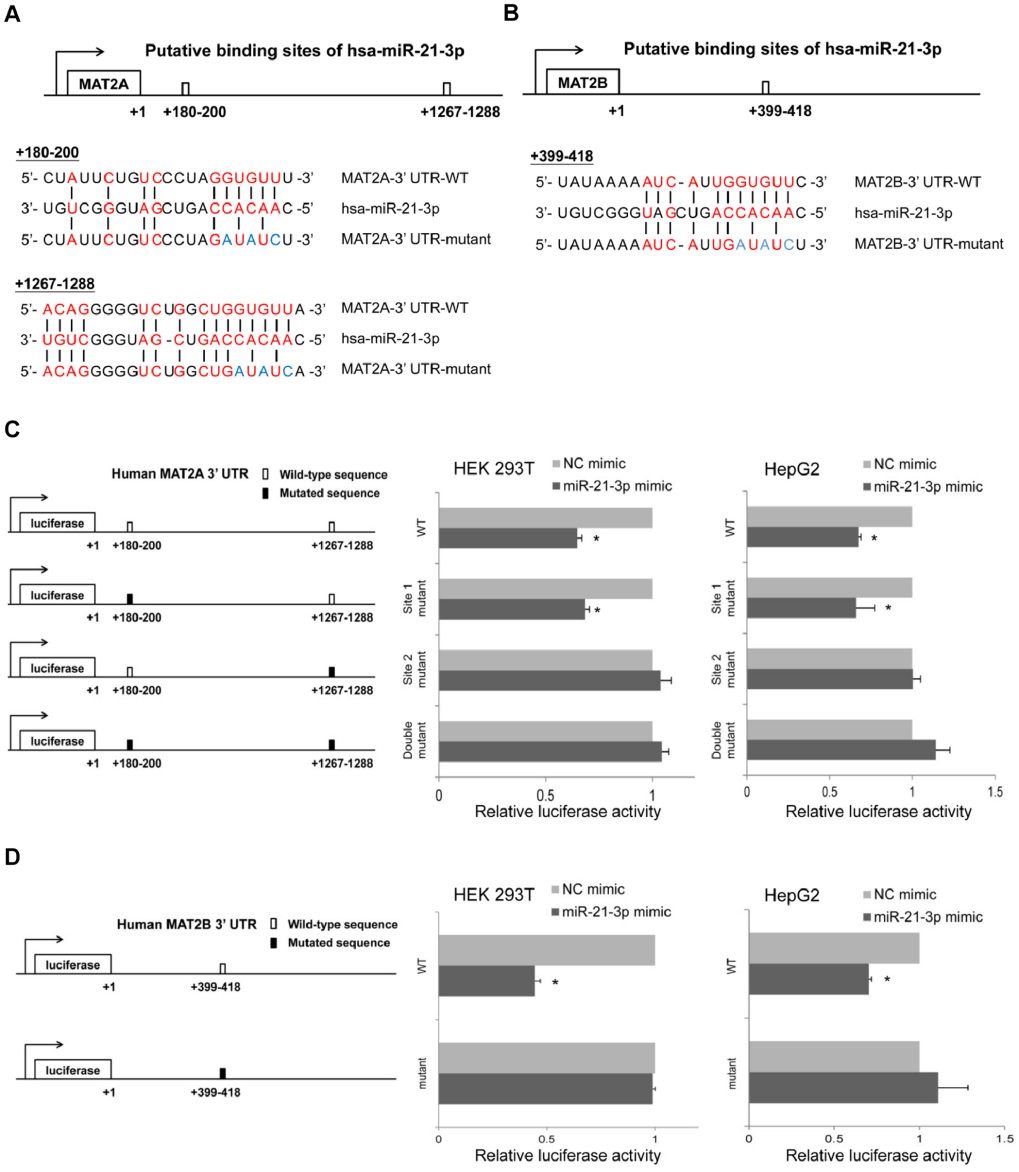
A dual luciferase reporter assay shows that MAT2A and MAT2B are direct targets of miR-21-3p. (A and B) Top: A schematic representation of the putative 3′ UTR binding sites of MAT1A or MAT2B for miR-21-3p. Bottom: The seed binding sites in 3′ UTR were mutated. (C and D) Left: The MAT2A or MAT2B 3′ UTR-wild-type or 3′ UTR-mutant was inserted downstream of the luciferase of the pMIR-reporter vector. Middle: The relative luciferase activity of cells was measured on HEK293T cells. Right: The relative luciferase activity of cells was measured on HepG2 cells. A total of 5×10^4^ cells were tri-transfected with each wild-type-UTR-reporter or mutant-UTR-reporter constructs (300 ng), the control Renilla luciferase reporter plasmid pRL-TK from Promega (10 ng), and either 50 nM of hsa-miR-21-3p or negative-control mimics. Data are presented as the mean ± standard deviation of 3 independent experiments. “*” indicates a significant difference with *P*<0.05.

### MicroRNA-21-3p Suppresses Growth and Induces Apoptosis in Hepatoma Cells

To investigate the potential effects of miR-21-3p on cell growth and viability, we measured cell proliferation and viability by using the BrdU incorporation assay and the Trypan blue dye exclusion assay. The results shown in Fig. 6A indicate that miR-21-3p mimics reduced the viable cell numbers in HepG2 cells after transfection for 48 h. In addition, transfecting miR-21-3p mimics into HepG2 cells for 24 h and incubation for an additional 24 h for BrdU incorporation led to the inhibition of cellular proliferation (1.7-fold), compared with transfection with negative-control mimics (Fig. 6B). The effects of miR-21-3p on apoptosis and the cell cycle were evaluated using flow cytometry analysis. After HepG2 cells transfection with miR-21-3p and negative-control mimics as the control for 72 h, the sub-G1 populations of apoptotic cells were quantified. As shown in Figs. 6C, 6D, and 6E, miR-21-3p induced apoptosis in HepG2 cells.

**Figure 6:**
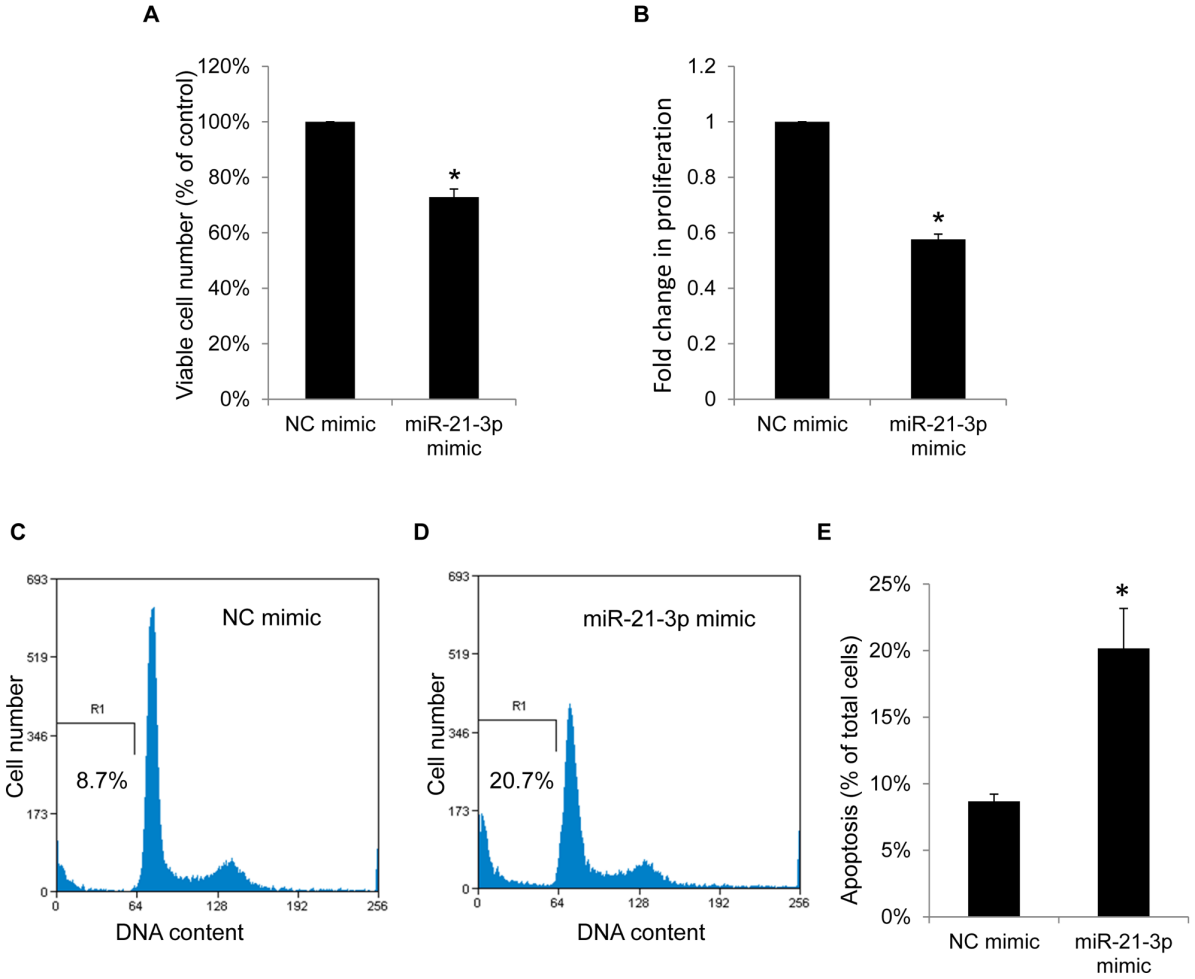
MicroRNA-21-3p suppresses growth and induces apoptosis in HepG2 cells. (A) After 50 nM of miR-21-3p mimic or negative-control mimics were transfected for 48 h, viable HepG2 cells were quantified using a Trypan blue dye exclusion assay. (B) After transfecting 50 nM of miR-21-3p mimics or negative-control mimics into HepG2 cells for 24 h and incubating for an additional 24 h for BrdU incorporation, the cellular proliferation was measured using the BrdU incorporation assay kit and expressed as fold change. (C, D and E) After 50 nM of miR-21-3p mimics or negative-control mimics were transfected for 72 h, apoptosis was detected by measuring the sub-G1 population using flow cytometry with propidium iodide staining. Data are presented as the mean ± standard deviation of 3 independent experiments. “*” indicates a significant difference with *P*<0.05.

## Discussion

Because drug-induced miRNAs have recently emerged as key regulators in guiding their pharmacological effects and toxicity [50], [51], we examined whether miRNA expression was differentially altered through berberine treatment in HCC. Although the up-regulation of microRNAs in MHCC97-L cells after treatment with the *Coptidis rhizoma* aqueous extract [54] and decreased levels of miR-21-5p in multiple myeloma cells after berberine treatment have been reported [55], we present the first evidence that the expression levels of miR-21-3p (previously named miR-21*) increased after berberine treatment in the HepG2 human hepatoma cell line. Based on multiple species alignments of the 18 currently available mammalian genomes, we found that one nucleotide substitution, MIR21 (+54 G to C), replaced the fifth nucleotide of the conserved seed region of miR-21-3p. This nucleotide substitution may alter the regulatory role of miR-21-3p in humans, chimpanzees and rhesus macaques from remaining 15 mammals. To assist miRNA-based drug development, identifying functionally important target genes of a specific miRNA and understanding the mechanisms of their actions are essential to uncovering biological functions of a specific miRNA [52]. However, the functions of miR-21-3p are currently unknown. We integrated the gene expression profiles of HepG2 cells after berberine treatment and compared them with a gene list generated from sequence-based miRNA target prediction software. We found that MAT1A, DIDO1, EEF2K, NBPF8, and TMEM137 were putative targets. The DIDO1, which has recently been reported to promote BMP-induced progression and apoptosis resistance in melanoma cells [56]. We also found that the transfection of miR-21-3p resulted in a >50% decrease in the mRNA expression of EEF2K, which is a valid target for anti-cancer treatment. Unlike MAT2A and MAT2B, which are strongly related to HCC, EEF2K is increased in many cancers, including HCC, allowing tumor growth and resisting cell death [49]. We then focused on methionine adenosyltransferase (MAT) which is strongly associated with HCC.

HCC is one of the most frequently occurring and deadliest cancers types worldwide [57]. A strong relationship between HCC and MAT has been reported. As mentioned in the literature, a switch in gene expression from MAT1A to MAT2A, known as the MAT1A:MAT2A switch, has been found in liver cancer [8]–[11]. The MAT1A:MAT2A switch, which was accompanied with an increasing expression of MAT2B, results in decreasing SAM levels and facilitates cancer cell growth [2], [4], [6], [12], [13], [15]. Because MAT2A and MAT2B play vital role in facilitating the growth of hepatoma cells, they are valid targets for antineoplastic therapy. During proliferation of liver cells or in HCC, transcription of the MAT2A gene is up-regulated by several transcription factors, including E2F, Sp1, and c-Myb [58], [59]. In addition, histone H4 acetylation and prevalent CpG hypomethylation in MAT2A promoter were found, and the MAT2A mRNA stability was further increased by associated with HuR (Huantigen R) [8]. Besides, the study has shown that SP3 can bind to gene MAT2B promoter and activates MAT2B expression [60]. Potential regulatory miRNAs of MAT1A, which were up-regulated in HCC, were recently reported. Although MAT2A and MAT2B have been predicted to be putative targets of some microRNAs [61]–[63], no study has experimentally determined the direct relationship between miRNA and MAT2A/MAT2B. Our findings provide the first evidence that miR-21-3p directly reduces the expression of MAT2A and MAT2B by directly targeting their 3′ UTRs. In addition, the transfection of miR-21-3p mimics increased intracellular SAM contents. Conflicting results have been reported on intracellular SAM contents increasing or decreasing after the knockdown of MAT2A in hepatoma cells [16]–[18], whereas, intracellular SAM contents were increased in all relevant studies after knockdown of MAT2B or both MAT2A and MAT2B [17]–[19]. Consistent with previous studies, our results showed that miR-21-3p directly reduced the expression of both MAT2A and MAT2B resulting in increasing intracellular SAM contents that have been proven to impair the growth of hepatoma cells. For the loss-of function experiments, the hairpin inhibitors of miR-21-3p were transfected into hepatocytes to inhibit functions of endogenous miR-21-3p with negative control inhibitor as control. However, due to the endogenous low-level expression of passenger strand, the targets of miR-21-3p might not be altered in loss-of function experiments, as shown in Fig. 4D. For this reason, we designed another experiment for combining loss-of function experiments and berberine treatment. As shown in Fig. 3C, miR-21-3p inhibitor could successfully rescue the berberine function in the lowering mRNA expression levels of predicted targets. Additionally, the MAT1A was 1.3-fold decreased after transfection of miR-21-3p inhibitors for 24 h, suggesting that MAT1A was regulated by endogenous miR-21-3p (Fig. 4D). After overexpression of miR-21-3p (Fig. 4B), the mRNA expression level of MAT1A was induced 1.4 fold at 24 h, but mRNA expression level of MAT1A was no change at 48 h. Liu Q et al. have been shown that silencing MAT2A led to the induction of MAT1A expression through increasing intracellular SAM levels, but not through decreasing MAT2A expression [16]. We proposed that up-regulation of the MAT1A protein level after transfection miR-21-3p for 72 h might due to substantially increased SAM levels at 72 h. The induction of MAT1A further up-regulated SAM levels and down-regulated MATII enzyme activities. Therefore, miR-21-3p transfection suppresses growth and induces apoptosis in HepG2 cells.

Further research should be undertaken in the following areas. First, we found that the MAT2B expression levels did not notably change within 8 h of berberine treatment but decreased after miR-21-3p transfection by comparing Fig. 4B with 4E. These results suggested that berberine may regulate MAT2B expression through multiple pathways. The pathways that are inducted by berberine in regulating MAT expression require further investigation. Second, the reason that caused the berberine to enhance the expression of miR-21-3p should be investigated in further studies. Fig. 1 shows that the expression of miR-21-3p increased within 8 hours following berberine treatment. In comparison, the miR-21-5p increased only slightly within the first 2 hours, and remained unchanged up to 8 hours. This suggests that berberine influenced the transcription of MIR21 within first 2 hours, and subsequently influenced the strand selection of the mir21-mir21* duplex products. The enhanced expression of a passenger strand involved a complex process of the microRNA strand selection that has remained ambiguous until now. In the current study, we found that the miR-21-3p, a passenger strand generated from MIR21, was induced after berberine treatment in HepG2 cells. This provides a cell model with information for investigating the microRNA strand selection in the future.

Overall, we found that the expression levels of miR-21-3p increased after berberine treatment in the HepG2 human hepatoma cell line. Our findings are the first evidence that miR-21-3p directly reduces the expression of MAT2A and MAT2B by directly targeting their 3′ UTRs. Furthermore, miR-21-3p overexpression increased intracellular SAM contents, and suppressed growth and induced apoptosis in HepG2 cells. Thus, our results indicate that miR-21-3p functions as a tumor suppressor, suggesting its therapeutic potential in HCC.

How the deposited data were processed for this re-analysis (not part of the article)

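The miRNA profiles of HepG2 cells treated with 40 µM berberine or with the control solvent for 2 h and 4 h were analysed, with 1 Agilent human miRNA microarray per condition. The dose is that of the paper. A treatment label of the samples prints the same number without its micro sign. The mRNA microarray, real-time PCR, transfection, reporter and growth experiments were not analysed here.

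The authors deposited, for each array, the Feature Extraction 10.7.3.1 output with a background-subtracted intensity for each spot, each probe and each miRNA, which is not scaled between arrays. In a second table the authors deposited the ratio of berberine over control at each time for 111 miRNAs. Each of these ratios equalled the ratio of the unscaled total signals within a tolerance of 1%. The table has no columns of per-sample values left unused, and it was used only as an alternative. The paper's text names GeneSpring GX and a fold change above 2 for the arrays, and names no scaling for them.

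From the intensities, the total signal of each human miRNA was taken on the log2 scale minus the 75th percentile of its array over the 197 human miRNAs detected on all 4 arrays. Control features and viral miRNAs were left out of the scaling. A ratio was computed where the miRNA was detected on both arrays. A miRNA detected on one array of a time point was left without a ratio. With bounds added, it was set against the lowest detected scaled signal of the other array. That signal is not a limit for each miRNA, since a miRNA is detected where one of its probes is above 3 times that probe's own error. A second version, chosen after the data were seen, took 3 times the error of the same probes on the other array as the limit. The total signal sums only the detected probes of an array, and a version with the same probes summed on all arrays was chosen after the data were seen as well. The error of a log2 ratio came from the signal errors of Feature Extraction, and a 95% range was taken as 1.96 of these errors. Undetected miRNAs were 609 to 652 of the 851 on an array. The lowest detected signal was 1.79 to 2.52, and the median local background intensity was 24 to 28, so dim miRNAs were measured with large errors.

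The threshold of a 2-fold change is that of the paper. No test was made at a single time. Over both times, limma 3.58.1 in R 4.3.3 was fitted with treatment and time point, with a threshold of 0.05 on the Benjamini-Hochberg adjusted p. The fit was tested on simulated data for this comparison, with 20 of 197 miRNAs changed over 20 runs. The spread was the one limma estimated from the arrays in the main setting. The fit recovered 65.5% of changes of 1 on the log2 scale and 100% of changes of 2. False calls averaged 0.65 and 0.90 per run. The simulated noise was independent, without a time effect or an offset shared by an array. The simulation thus tests the fit under its own assumptions only. Passenger strands were the miRNAs whose name ends in an asterisk, without miR-21-3p, and their median was placed among 10000 random lists of the same size matched on mean signal in 10 bins. Tested on simulated data at 2 h, 20 lists of 20 miRNAs raised by 0.5 on the log2 scale all came out at the percentile of 100. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

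The miRNAs named by a rule were miR-21-3p and miR-21-5p, those past 2-fold the same way at both times, the 3 largest rises and the 3 largest falls at each time, and the next largest rise and the largest fall shared by both times, ranked by the smaller of the 2 ratios. The rule, the tests and the alternatives were set before the data were examined, except where stated. The alternatives were other scalings, other summaries of the probes, other filters and thresholds, other limma settings and the authors' deposited table. The files hold no mean signal per spot, so the planned normexp correction was replaced by one on the median signal with an offset of 50. The gene table of GRCh38.p14 was used only for the place of MIR21 beside other genes, since the array files name an older build.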

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

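The test of array brightness for viral miRNAs was chosen after the result was seen, and so were the comparison of crossed arrays, normexp and the sum over the same probes below. The tests of the probes, of the control arrays and of signal intensity were set before.

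For 6 of the named miRNAs the log2 ratio of berberine over control had opposite signs at 2 h and at 4 h. With 1 array per condition the difference between the times was not tested, and the values below are 4 h minus 2 h with the measurement error only. They were 2.19 (SE 0.61) for hsa-miR-431*, 1.97 (SE 0.68) for hsa-let-7b*, 1.41 (SE 0.71) for hsa-miR-212, 1.35 (SE 0.66) for hsa-miR-769-5p, -1.23 (SE 0.78) for hsa-miR-548d-5p and 0.26 (SE 0.21) for miR-21-5p. The last 2 lay within 1.96 SE of 0. All but miR-21-5p were named because they were extreme at one of the times, which favours a return towards 0 at the other. Apart from miR-21-5p their signals were dim, from 2.27 to 13.4 on the 4 arrays, and the falls of hsa-miR-431* and hsa-let-7b* at 2 h became rises of 0.62 and 1.11 when the brightest probe's processed signal was used. With the same probes summed on all arrays, the ratios at 2 h and 4 h were 0.40 and -0.01 for hsa-miR-431* and 0.52 and -0.44 for hsa-let-7b*, and hsa-miR-212 and hsa-miR-769-5p no longer had opposite signs.

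The same held across the other miRNAs. Over the 196 miRNAs detected on all 4 arrays, without miR-21-3p, the ratios at 2 h and at 4 h had a Spearman correlation of -0.47 and a Pearson correlation of -0.43, and 133 had opposite signs. Over the alternatives the Spearman correlation ran from -0.44 with quantile normalization to -0.51 with the mean of all probes. It was -0.90 with normexp, whose offset of 50 moves dim miRNAs alike. Over all of these the number with opposite signs ran from 117 with the mean of all probes to 183 without scaling, with 118 after scaling to the median. This is a correlation across miRNAs, which are not independent replicates. It was -0.60 in the upper part and -0.41 in the lower part of the miRNAs split by mean signal. Quantile normalization left the correlation at -0.44, with a Pearson correlation of -0.54. It cannot decide on a trend with signal intensity, because undetected miRNAs entered it at 0.1 in unequal numbers per array. Dim miRNAs were moved by this. With it hsa-miR-548d-5p was at 3.32 at 2 h and -2.89 at 4 h, against 0.57 and -0.66 in the main setting. Differences between the 2 probes of a miRNA were argued against. The ratio of the 2 probes, over 193 miRNAs, had a correlation of -0.073 between the times. A disturbance that moves both probes of a miRNA alike was not tested. A difference in the brightness of the arrays and a response to berberine that differs between the times cannot be told apart here. The planned test, berberine 2 h minus 4 h against control 4 h minus 2 h, gave -0.076, but the 2 control arrays differed in their 75th percentile by only 0.11 on the log2 scale, against 0.81 for the berberine arrays, so it had little to show. In crossed pairs, berberine 2 h minus control 4 h against control 2 h minus berberine 4 h, the correlation was 0.55, and both brightness and a time-dependent response predict that sign.

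Of the 88 viral miRNAs, which the paper does not report on, 5 were detected on at least one array. The ratio of ebv-miR-BART12 at 2 h lay above the control beyond its error, at a log2 ratio of 1.06 (SE 0.29). Its signal was 7.32 on the control array and 10.6 on the berberine array. Without scaling the log2 ratio was 0.54, within 1.96 SE of 0, so the rise rests on the scaling. At 4 h the log2 ratio was -0.48 (SE 0.23). No other viral miRNA rose beyond its error after scaling. kshv-miR-K12-3 at 4 h, named after its value was seen, was at 0.59 (SE 0.32) with scaling, within 1.96 SE of 0, and at 0.98 without it, beyond 1.96 SE. In contrast, ebv-miR-BART13, named after its values were seen, was lower with berberine at both times, with log2 ratios of -0.57 (SE 0.21) and -1.23 (SE 0.21) and of -1.10 and -0.83 without scaling. No biological explanation was tested.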

How the results depend on the processing

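Normexp, the sum over the same probes and the bounds from each miRNA's own detection limit were chosen after the data were seen, and the others were planned. Normexp on the mean signal was not run, since the files hold no such column, and the slide as a block does not apply to 1 slide. The time point in the limma fit pairs the arrays of a time, and the fit without it is among the alternatives. Values are given as log2 ratios, at 2 h and then at 4 h, and the cause of a change was not tested unless one is named.

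The ratio of miR-21-3p was positive at both times under every alternative that gave one, from 1.48 to 7.69 at 2 h and from 0.57 to 2.08 at 4 h. It was more than 2-fold higher at both times under all but 2 alternatives, normexp, and the filter above the median signal, which did not keep it. The number of miRNAs more than 2-fold lower at both times was 0 under every alternative. Keeping only miRNAs detected on all 4 arrays changed no count by more than 1.5 times.

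With the 75th percentile over all human miRNAs, the percentile fell on the value of 0.1 for undetected miRNAs on the berberine array at 2 h, which moved every ratio there. miR-21-3p was then at 7.69 and 1.27, miR-21-5p at 5.09 and -0.17, and the passenger strand median at 4.99 and -0.41. At 2 h 197 miRNAs were higher and 0 lower, at 4 h 6 were lower, and 3 differed between the control arrays. hsa-miR-431* and hsa-let-7b* at 2 h turned to 3.65 and 4.12.

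Without scaling, miR-21-3p was at 2.06 and 2.08, miR-21-5p at -0.55 and 0.64 and the passenger median at -0.64 and 0.40. At 2 h 10 miRNAs were lower, at 4 h 12 were higher and 0 lower, and 9 differed between the control arrays. The authors' deposited table gave 2.06 and 2.08 for miR-21-3p and -0.55 and 0.64 for miR-21-5p, with 0 lower at each time. Its 111 miRNAs were all detected on all 4 arrays. None had a signal below 24.7, that of miR-21-3p on the control array at 4 h. Its counts therefore leave out dimmer miRNAs, which the other counts include. Scaling to the median gave 2 lower at each time, 3 different between the control arrays and a passenger median of -0.17 at 4 h. Quantile normalization gave 9 higher and 0 lower at 2 h, 5 higher and 13 lower at 4 h, 16 different between the control arrays and passenger medians of 0.025 and -0.16.

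With the processed signal of the brightest probe, 3 were higher and 0 lower at 2 h, 0 differed between the control arrays and the passenger medians were 0.012 and -0.18. hsa-miR-431* turned to 0.62 and -0.14 and hsa-let-7b* at 2 h to 1.11. With the mean of all probes, 0 were lower at each time, 0 differed between the control arrays and the passenger medians were 0.057 and -0.18. hsa-miR-431* turned to 0.36 and -0.15 and hsa-let-7b* at 2 h to 0.45. The normexp correction adds an offset of 50, which pulls dim signals to one level before scaling. Its ratios of dim miRNAs are thus largely fixed by the offset and the scaling, with 20 of 20 passenger strands higher at 2 h and 0 of 32 at 4 h, and they say little on these miRNAs. With it, miR-21-3p was at 1.48 and 0.57 and its change against miR-21-5p at 1.61 and 0.36. Then 0 were lower at 2 h, 0 higher or lower at 4 h, 0 higher at both times and 0 different between the control arrays, with passenger medians of 0.31 and -0.42. hsa-miR-431* turned to 0.50 and -0.45 and hsa-let-7b* at 2 h to 0.35. At 4 h, in the order of brightest probe, mean of all probes and normexp, hsa-let-7b* was at -0.13, -0.18 and -0.44, hsa-miR-212 at -0.22, -0.11 and -0.45, hsa-miR-1288 at -0.48, -0.40 and -0.53 and hsa-miR-769-5p at -0.15, -0.22 and -0.41, all rises in the main setting. With the same probes summed on all arrays, 0 were lower at 2 h, 0 differed between the control arrays and the passenger medians were 0.071 and -0.15. hsa-miR-431* turned to 0.40 and -0.0078 and hsa-let-7b* to 0.52 and -0.44. hsa-miR-1825 at 2 h, at -0.35 in the main setting, turned to 0.59. Thus the ratios of these dim miRNAs depended on how the probes were summarized.

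With no filter and a floor, 10 were lower at 2 h, 5 higher at 4 h and 9 different between the control arrays. The filter above the median signal left 0 higher and 0 lower at each time, 0 higher at both times and 0 different between the control arrays, as it removes dim miRNAs, miR-21-3p among them. At 1.5-fold, 2 were higher and 7 lower at 2 h, 15 higher and 6 lower at 4 h and 19 different between the control arrays. With bounds added against the lowest detected signal of the other array, the numbers were 3, 10, 6 and 6, and 13. That signal lies below the own detection limit of many miRNAs, so these are not true bounds. With the own limit of each miRNA, 3 were higher and 1 lower at 2 h, 1 higher and 6 lower at 4 h, and 8 differed between the control arrays.

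The limma call of miR-21-3p depended on the processing. The main effect was 2.13. The effect was 4.48 with the percentile over all human miRNAs, 2.04 with the median, 2.06 with quantile normalization, 2.07 without scaling, 1.91 and 2.12 with the processed signals, and 2.13 with the floor and without the time point, with 0 miRNAs called in each. The filter above the median signal also called 0. It was called with a trend on mean signal, with normexp and with the same probes. With each array left out in turn the time point was left out as well, as planned, and one arm held 1 array, whose spread was assumed to be that of the other arm. These are 4 of the 15 alternatives of the fit. The effect in them was 1.67 to 2.60 and 0 to 1 miRNAs were called, the 1 being miR-21-3p without the berberine array at 4 h. The adjusted p from limma ranged from 7.35e-22 to 1 over the alternatives. The prior degrees of freedom were 54.2 in the main setting and 0.594 with quantile normalization, so the spread assumed for a miRNA changed with the scaling, while the direction of the effect did not. Depth limits the dim miRNAs, whose signals lie close to the lowest detected signal.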

Differences from the paper's values

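The paper gives a 4-fold increase of miR-21-3p without saying at which time. At 2 h the scaled ratio was 6.00-fold, just over 1.5 times the paper's value. Among the alternatives set before the data were examined, the ratio fell within 1.5 times the paper's value with scaling to the median (5.95-fold), with quantile normalization (5.95-fold), with the processed signal of the brightest probe (5.45-fold), without scaling (4.17-fold) and in the authors' deposited table (4.17-fold). It did not with the 75th percentile over all human miRNAs (206.7-fold), with the mean of all probes (6.13-fold), with no filter or with miRNAs detected on all 4 arrays (6.00-fold in both). Of the alternatives chosen after seeing the values, normexp gave 2.79-fold, within 1.5 times, and the same probes gave 6.00-fold, outside it. At 4 h the scaled ratio of 3.20-fold lay within 1.5 times the paper's value. So did the ratio with scaling to the median (2.84-fold), quantile normalization (2.94-fold), the mean of all probes (3.099-fold), no scaling and the authors' deposited table (4.22-fold in both), and no filter, detection on all 4 arrays and the same probes (3.20-fold in each). It did not with the 75th percentile over all human miRNAs (2.42-fold), with the processed signal of the brightest probe (2.60-fold) or with normexp (1.49-fold).

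On the log2 scale, the point of miR-21-3p in the scatter plot lies about 2.5 from the diagonal at 2 h and about 1.5 at 4 h in Fig. 1A, read by eye, and the scaled log2 ratios were 2.59 and 1.68. The unscaled log2 ratios were 2.06 and 2.08, further from the readings at both times. The error of reading the figure was not measured, and the reading at 4 h was settled after the scaled ratio was known. The array files list 851 human miRNAs, and the paper's number is 866.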

Other observations

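The tests of overall brightness, of all spots with the outliers, of cross-hybridization, of one culture, of detection and of the reported ratio were chosen after the results were seen. The tests of the probes, the spots without outliers and the passenger strands were set before.

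Several technical explanations of the rise of miR-21-3p were tested. The overall brightness of the arrays is argued against, since without scaling the smaller of its 2 log2 ratios was 2.06 while the median of all miRNAs was at -0.55 at 2 h and 0.51 at 4 h. One of its 2 probes as the source is argued against by the lowest scaled log2 ratio of a probe, 1.48. A few bright spots are argued against by the dimmest berberine spot, which was at least 1.66 times the brightest control spot of its probe without outlier spots, and at least 1.60 times with all spots. Cross-hybridization with miR-21-5p is argued against by the larger log2 ratio of that arm, 0.24. A difference in one culture or RNA sample is argued against by the smaller of its 2 scaled log2 ratios, 1.68 (SE 0.20), since the pairs at 2 h and 4 h share no array. With these technical explanations argued against, a response to berberine may be put forward as a hypothesis. A difference that both berberine samples shared apart from berberine was not tested, since no array separates such a difference from berberine itself.

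The reported ratio was compared with the unscaled one. For all 111 miRNAs that the authors' deposited table lists, the ratios at both times were within 1% of the ratios of the unscaled signals, which are 4.17-fold and 4.22-fold for miR-21-3p. The absence of scaling in that table is a candidate explanation for ratios close to each other at both times, where scaled ratios were 6.00-fold and 3.20-fold. It covers the ratios in that table only, since the point read by eye in Fig. 1A lay nearer to the scaled values at both times.

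The paper proposes that berberine acted on MIR21 transcription in the first 2 h, and on strand selection of the miR-21 duplex after that. The arrays measure the 2 arms only, so they cannot tell transcription from strand selection. On the arrays the log2 ratio of miR-21-3p to miR-21-5p rose by 2.61 at 2 h (SE 0.23) and by 1.44 at 4 h (SE 0.25). By size, this change ranked 1 of 24 hairpins with both arms detected at 2 h, and 2 of 39 at 4 h, behind the fall by 1.64 of hsa-miR-194* against hsa-miR-194. A general shift of the miRNAs named as passenger strands is argued against. The other miRNAs named with an asterisk had a median log2 ratio of -0.12 at 2 h (20 miRNAs, 6 of them higher) and of -0.0024 at 4 h (32 miRNAs, 16 of them higher). Some of them were the brighter arm in these cells. On the control array at 2 h hsa-miR-34b* was at 87.2 with hsa-miR-34b undetected, and hsa-miR-500* was at 24.9 against 4.93 for hsa-miR-500. The list therefore follows the names and not the arm that was less abundant here. Among random lists of the same signal these medians lay at the percentiles 17.9 and 17.4, where a general shift predicted values above 95 at both times.

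By real-time PCR the paper reports a rise of miR-21-5p at 2 h. On the arrays its log2 ratio at 2 h was -0.02 (SE 0.15).

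More miRNAs were detected on the control array than on the berberine array at 2 h, and fewer at 4 h. The numbers detected ordered the 4 arrays as their 75th percentile did, as a difference in the brightness of the arrays predicts. That explanation also predicted no bound past 2-fold after scaling. Against the lowest detected signal of the other array 21 of 72 passed 2-fold, 8 of them by more than the 95% error of the signal, but that signal is too low a limit for many miRNAs. With the own limit of each miRNA, 2 passed at 2 h, both higher with berberine, and 5 at 4 h, all lower. These run against the order of brightness, but they lie close to the detection limit, so a difference in the brightness of the arrays and true changes cannot be told apart for them.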
